A study of Danio rerio with 13 samples. Its data were reported in "Systems Analysis Reveals Ageing-Related Perturbations in Retinoids and Sex Hormones in Alzheimer’s and Parkinson’s Diseases" (2021).

How the data were processed

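Polyadenylated RNA from the skin of 3-month-old male zebrafish of the AB strain was sequenced in 13 samples of 3 genotypes of tert: 5 wild type (WT, tert+/+), 5 heterozygous (HET, tert+/−) and 3 homozygous mutant (HOM, tert−/−). The mutant allele carries a premature stop codon, so the transcript need not be lost. Libraries were made with an Illumina TruSeq RNA v2 kit, which does not mark strand, so reads from overlapping genes on opposite strands cannot be told apart. Groups came from the genotype given in the sample labels, and replicates were numbered within each group in the order of the records, which pairs no samples.

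The authors deposited a table of whole-number read counts per gene and a second table labelled RPKM. According to the submitters' processing notes, which name tools without their order or settings, bcl2fastq 1.8.4, STAR 2.4.1d and featureCounts 1.4.6-p4 were used with the genome build GRCz10. The count table holds 32105 genes, and total counts per sample ran from 15709310 to 30249877. The values of the deposited RPKM table were handled as a score, not as RPKM, for the following reason. If each column had been divided by its own library total, the gene length implied by a gene's counts and RPKM would be the same in every sample. Over the 3820 genes with more than 200 counts in every sample, the median coefficient of variation of that length was 32.3%. It was 0.00256% when the 13 library totals were taken in turn down the rows of the table. Only 7.69% of the values had thus been divided by their own library's total, and the total used was 0.519 to 1.93 times the library's own. Gene comparisons therefore rest on the counts, and RPKM recomputed with each library's own total was used as an alternative.

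Gene IDs were matched to symbols in a table of gene names, and 81.8% (26269) had one. The build GRCz10 and its annotation were not used here, so no coordinates are given. A RefSeq table of the assembly GRCz12tu served only for names and to tell which genes lie beside tert. All columns of per-sample values belonged to the 13 samples.

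The design was fixed before the data were examined: the tests, the samples in each fit, 35 gene lists of pathways and cell types, the rule for named genes and most alternatives. Counts were tested with edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood functions glmQLFit (robust, in the default form of that version) and glmQLFTest. Genes were kept by filterByExpr (19141 of 32105), libraries were scaled by trimmed mean of M-values (TMM; factors 0.769 to 1.43), and all 13 samples shared 1 estimate of the spread. The median gene-wise dispersion was 0.179. HOM was compared with WT, HET with WT and HOM with HET, each two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes are given with a standard error taken from the fold change and its F statistic, and levels as CPM (counts scaled to library size) of the scaled libraries with their SD. Gene lists with at least 5 tested members were compared with all other genes by camera with a preset correlation of 0.01, adjusted over the 35 lists. They were tested again with a correlation estimated for each list and with fry, which asks whether a list's genes move on balance 1 way and compares it with no other genes. Members of a list were also adjusted over the list alone.

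The rule for named genes took tert, then called genes by size, called members of each list, called genes on the chromosome of tert, and the 4 members of the retinoid list and of the steroid list with the smallest p in HOM against WT. Where under 5 genes passed, it took the 5 with the smallest p. As 0 genes passed in edgeR, the rule gave tert, the retinoid and steroid genes and the 5 smallest p per comparison. The other genes named (members of called lists with the smallest unadjusted p, members that passed over a list alone, genes beside tert, genes of small sets of DESeq2 calls, and abundant liver and interferon genes) were chosen after their values were seen. Some members of these lists are not reported here.

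The alternatives fixed beforehand were DESeq2 1.42.0, limma 3.58.1 on log2(deposited score + 0.1) and log2(deposited score + 1), DESeq2 size factors or no scaling in the edgeR fit, no filter on low counts, a stricter filter (1 CPM in 3 samples), a fit without robust moderation, fits of only the groups compared, 1 surrogate variable from sva 3.50.0, the mean of the skeletal muscle list as covariate, an adjusted p under 0.1, and leaving out each sample in turn. Chosen after seeing the data were the liver and interferon list means as covariates, leaving out WT1 and WT5 together, recomputed RPKM, bias-adjusted deviances in edgeR, DESeq2 at an adjusted p under 0.1, list tests without scaling, and everything on the neighbours of tert. The edgeR fit was tested on simulated counts drawn from the real genes' means and library sizes, in 3 runs with 200 changed genes each. The changed genes had a mean of at least 1 CPM, and genes were drawn independently. The shares recovered thus do not cover genes at lower levels or a structure shared by many genes of the real samples. Fold changes against the same WT libraries share their error, so 20 simulations of unchanged groups gave the correlation that sharing produces among independently drawn genes. Other splits of the same samples, at most 100 per comparison (40 for DESeq2), were refitted to ask how often they gave as many calls.

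Scaling matters in this table, since genes of the mitochondrial genome took 19.9% to 56.4% of the counts. Without a scaling factor the median log2 fold change of all tested genes was -0.21 for HOM against WT, -0.29 for HET against WT and 0.08 for HOM against HET. With TMM it was -0.05, -0.04 and -0.01, and fold changes are reported relative to that scale.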

Results

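Gene expression was measured in the skin of 3-month-old male zebrafish that were wild type (WT, n = 5), heterozygous (HET, n = 5) or homozygous (HOM, n = 3) for a nonsense mutation of tert, which encodes the catalytic protein of telomerase. The labels number the samples separately, and the group sizes equal those in the study's methods, but neither ties each sample to a named fish. The p-values measure the spread between these samples. Total counts ranged from 15709310 in HOM3 to 30249877 in HET4. Genes of the mitochondrial genome took between 19.9% of the counts in HOM1 and 56.4% in HOM3, which left 6851146 (HOM3) to 24053343 (HOM1) counts for all other genes. The most abundant transcript in every sample was mt-co1, a subunit of cytochrome oxidase, with 7.71% to 19% of the counts. Spearman correlations of gene levels were no higher within genotypes (0.783 to 0.963, median 0.909) than between them (0.760 to 0.960, median 0.913). Mean chi-square per gene was 70.5 in the most similar pair of libraries, so no library appeared to be a copy of another.

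The tert transcript (ENSDARG00000042637) was detected in every sample, with 122 to 1078 counts. Its level was 10.7 ± 2.5 CPM (read counts scaled to library size) (SD, n = 5) in WT, 22.9 ± 10.4 (n = 5) in HET and 23.2 ± 12.3 (n = 3) in HOM. In scaled CPM the WT samples lay below all mutant samples, while HET and HOM overlapped, with WT between 7.09 and 13.4, HET between 14.5 and 40.5 and HOM between 15.7 and 37.3. In RPKM recomputed with each library's own total WT overlapped with both, with WT at 1.70 to 4.1, HET at 3.44 to 9.54 and HOM at 3.18 to 7.10. The log2 fold change was 1.11 ± 0.37 (SE) for HOM against WT and 1.1 ± 0.33 for HET against WT, and neither passed edgeR's quasi-likelihood test (adjusted p = 0.9999 and 0.794). Between HOM and HET it was 0.02 ± 0.38 (adjusted p = 0.9998), and without HOM3 it was -0.505. The HOM against WT value without HOM3 was 0.59. As a nonsense allele need not lower its transcript, this level does not check the genotype labels.

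**Figure D1:**
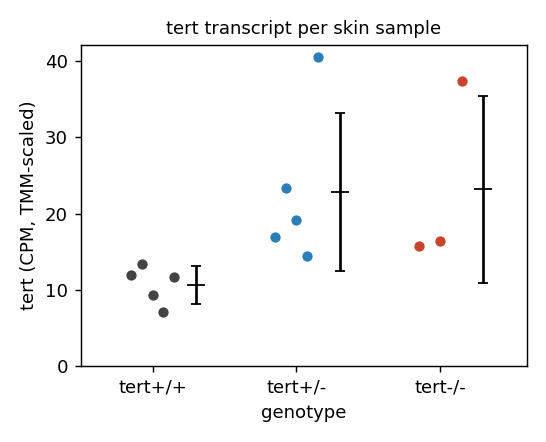
Level of the tert transcript (vertical axis, CPM of the scaled libraries) in each skin sample, by genotype (horizontal axis). Points are samples, black marks the group means and bars the SD. WT samples lie between 7.09 and 13.4 CPM, below all HET samples (14.5 to 40.5) and HOM samples (15.7 to 37.3), and the highest value of each mutant group stands well above the rest of its group.

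The comparison of HOM with WT asks which skin transcripts differ when both copies of tert are mutated. By camera, 12 of the 35 lists passed (10 higher and 2 lower), whereas 0 passed with an estimated correlation (smallest adjusted p = 0.471) or with fry (smallest adjusted p = 0.937). Lower in HOM by camera alone were the lists of liver and gonad and of the cytosolic ribosome, and higher were those of the mitochondrial genome, the unfolded protein response, cholesterol biosynthesis, dermal matrix, scale-forming cells, xanthophores, macrophages, endothelium, B cells, and mucous, club and ionocyte cells. The median log2 fold change of these lists ran from -3.44 (liver and gonad) to 0.79 (mitochondrially encoded genes). Over all genes tested, 0 members of any list passed in edgeR, and adjusted over the list alone 1 did.

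Gene by gene, edgeR called 0 of 19141 genes between HOM and WT (smallest adjusted p = 0.9999). An unadjusted p under 0.05 was reached by 522 genes, 144 higher and 378 lower, against 957 expected by chance. DESeq2 called 40 genes and limma, run on the deposited score with its mixed library totals, 0. Of the 40, 36 were lower and 4 higher, namely rhcg, the chemokine ccl34b.9, cfbl of the complement system and si:dkey-10f21.16. The 5 genes with the smallest p in edgeR do not pass. Among them, si:ch211-149a19.3 had 10.15 ± 11.09 CPM in WT and 0.534 ± 0.224 in HOM (log2 fold change -4.24 ± 0.93), and hnrnpr, which encodes an RNA-binding protein of the nucleus, had 85.6 ± 12.7 and 48.7 ± 2.80 CPM (-0.81 ± 0.20). The translation-initiation partner mif4gd (ENSDARG00000102578) had 1.47 ± 0.319 CPM in WT and 0.489 ± 0.189 in HOM (-1.56 ± 0.36). Transcripts of rhcg (ENSDARG00000003203), an ammonium transporter of ionocytes, were at 0.866 ± 0.444 CPM in WT and 7.50 ± 5.32 in HOM (3.12 ± 0.73), and those of mfap4.8 at 0.485 ± 0.334 and 7.74 ± 12 (3.96 ± 0.95). For mfap4.8, HOM3 held 21.6 CPM, against 1.0 CPM in HOM1 and 0.594 in HOM2, and the log2 fold change without HOM3 was 0.72. All but mfap4.8 were among the DESeq2 calls, with adjusted p = 0.00116 for si:ch211-149a19.3, 0.0144 for hnrnpr, 0.0253 for rhcg and 0.0318 for mif4gd. The mfap4 genes are near-identical copies among which reads may be shared, so their values are uncertain. Of the 36 genes that DESeq2 called lower, 28 had their highest level in WT5, 6 in WT1 and 2 in WT3. Without WT1 and WT5, the libraries with the highest means of the liver and gonad list, DESeq2 called 2 genes, si:dkey-18p12.4 and si:ch211-149a19.3, of which the latter was among the 40 (adjusted p = 5.21e-06). On simulated data for this comparison (18835 genes), the edgeR test recovered 2.67% of genes changed 2-fold, 47.3% at 4-fold, 80% at 8-fold and 88.7% at 16-fold.

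The liver and gonad list had 28 of 33 members below WT in HOM (camera adjusted p = 1.04e-11, but adjusted p = 0.471 with an estimated correlation). Its members with the smallest unadjusted p encode proteins that hepatocytes secrete or keep in quantity. The protease inhibitor serpina1 had 102 ± 168 CPM in WT and 3.50 ± 3.67 in HOM (log2 fold change -4.89 ± 1.62), and the liver fatty-acid binding protein fabp10a 751 ± 1075 and 33.5 ± 30.2 (-4.49 ± 1.58). The SD in WT exceeded the mean, and DESeq2 called 5 of the 32 list members it tested (serpina1, serpina1l, apoa2, tfa and fabp10a). All 13 mitochondrially encoded genes lay above WT (median 0.79, camera adjusted p = 9.17e-09, but adjusted p = 0.471 with an estimated correlation), such as mt-nd2 (0.94 ± 0.49) and mt-atp6 (0.94 ± 0.50). The mean of this list (log2 CPM centred per gene) was 0.76 in HOM2 and 1.08 in HOM3. In HOM1 it was -1.41, below every WT sample (lowest -0.89). Of 31 genes of the unfolded protein response, which refolds or removes proteins of the endoplasmic reticulum, 27 lay above WT (median 0.45, camera adjusted p = 1.46e-07, but adjusted p = 0.471 with an estimated correlation). Examples are the stress transcription factor ddit3 (0.50 ± 0.22) and manf (0.61 ± 0.28). Cholesterol biosynthesis had 25 of 28 members above WT (median 0.68, camera adjusted p = 3.09e-06, but adjusted p = 0.555 with an estimated correlation). The thiolase acat2 was at 0.74 ± 0.49. The mean of this list was 1.18 in HOM1 and 0.84 in HOM3, but -1.14 in HOM2, the lowest of all samples. All 85 genes of the cytosolic ribosome lay below WT by little (median -0.17, camera adjusted p = 3.09e-05, but adjusted p = 0.817 with an estimated correlation). None of the members named here passed on its own in edgeR.

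Several of these list calls rested on few libraries. Leaving out HOM1 ended those of cholesterol biosynthesis (adjusted p = 0.997), the unfolded protein response (0.765) and the cytosolic ribosome (0.376), leaving out HOM3 that of the mitochondrially encoded genes (0.177), and leaving out WT5 that of the cytosolic ribosome (0.0504). With the liver and gonad mean as covariate, the calls of cholesterol biosynthesis (0.223), the unfolded protein response (0.10) and the cytosolic ribosome (0.334) ended, and without WT1 and WT5 those of liver and gonad (0.363) and the cytosolic ribosome (0.120).

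Among lists of skin cell types, 30 of 44 genes of dermal matrix and fibroblasts lay above WT in HOM (median 0.20, camera adjusted p = 7.46e-05, but adjusted p = 0.555 with an estimated correlation), with the fibrillar collagen col5a3a at 1.09 ± 0.43 and fibronectin fn1 at -2.39 ± 1.19. WT5 held 1691 CPM of fn1, against 28.2 to 164.6 in the other WT samples and 82.2 or less in HOM. Of the scale osteoblasts and osteoclasts list, 27 of 35 genes did (median 0.53, camera adjusted p = 0.000179, but adjusted p = 0.555 with an estimated correlation), among them eda, a signal for scale formation (0.87 ± 0.44), and tnfrsf11a, the receptor that drives osteoclast formation (1.03 ± 0.61). For xanthophores, the yellow pigment cells, 16 of 22 genes lay above WT (median 0.39, camera adjusted p = 0.00327, but adjusted p = 0.555 with an estimated correlation), with the pteridine enzyme gch2 at 1.18 ± 0.49. Endothelium had 22 of 26 genes above WT (median 0.29, camera adjusted p = 0.00389, but adjusted p = 0.792 with an estimated correlation), with sox18, a vascular transcription factor, at 0.80 ± 0.35.

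Of the immune lists, macrophages and dendritic cells had 22 of 34 genes above WT (median 0.33, camera adjusted p = 0.000754, but adjusted p = 0.471 with an estimated correlation). The granulin grna.1 (1.75 ± 0.56) and the pore-forming protein mpeg1 (0.85 ± 0.32) lay above WT, and a copy of mfap4 (ENSDARG00000038683, -2.08 ± 0.67) below it. All 8 B cells genes lay above WT (median 0.41, camera adjusted p = 0.00403, but adjusted p = 0.471 with an estimated correlation), with cd22, a B-cell surface lectin, at 1.14 ± 0.42. The list of mucous, club and ionocyte cells had 17 of 27 genes above WT (median 0.11, camera adjusted p = 0.0196, but adjusted p = 0.471 with an estimated correlation). Adjusted over the list alone, rhcg passed (adjusted p = 0.0274, edgeR), which is the 1 such gene of this comparison. The ionocyte regulator gcm2 (2.75 ± 0.92) and the carbonic anhydrase ca15a (3.15 ± 1.05) lay above WT and the mucin muc5f (-1.16 ± 0.43) below it, with WT and HOM means of all 3 at 1.15 CPM or less. For gcm2, HOM2 held 2.08 CPM, HOM1 0.256 and HOM3 0.0828, and WT up to 0.327. Without scaling, the medians of dermal matrix and fibroblasts, of endothelium and of mucous, club and ionocyte cells were 0.01, 0.01 and 0.00.

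Leaving out WT4 ended the calls of dermal matrix and fibroblasts (adjusted p = 0.103), macrophages and dendritic cells (0.103), B cells (0.103), xanthophores (0.184), endothelium (0.579) and mucous, club and ionocyte cells (0.130). WT4 had the lowest mean of all 13 samples in each of these lists (-0.85, -0.65, -0.89, -0.81, -1.41 and -0.63 in that order, log2 CPM centred per gene). These calls thus share 1 low WT library and are not separate results. Without HOM1 the calls of scale osteoblasts and osteoclasts (0.368), xanthophores (0.272), macrophages and dendritic cells (0.140) and mucous, club and ionocyte cells (0.104) ended. Without HOM3 those of scale osteoblasts and osteoclasts (0.357), xanthophores (0.414) and endothelium (0.179) did, and without HOM2 those of B cells (0.225) and endothelium (0.948). Endothelium was also lost without WT3 (0.198), and mucous, club and ionocyte cells without HET5 (0.0847), with 1 surrogate variable (0.0926), with the liver and gonad covariate (0.155) and without WT1 and WT5 (0.0658). The liver and gonad covariate also ended the call of scale osteoblasts and osteoclasts (0.0601).

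**Figure D2:**
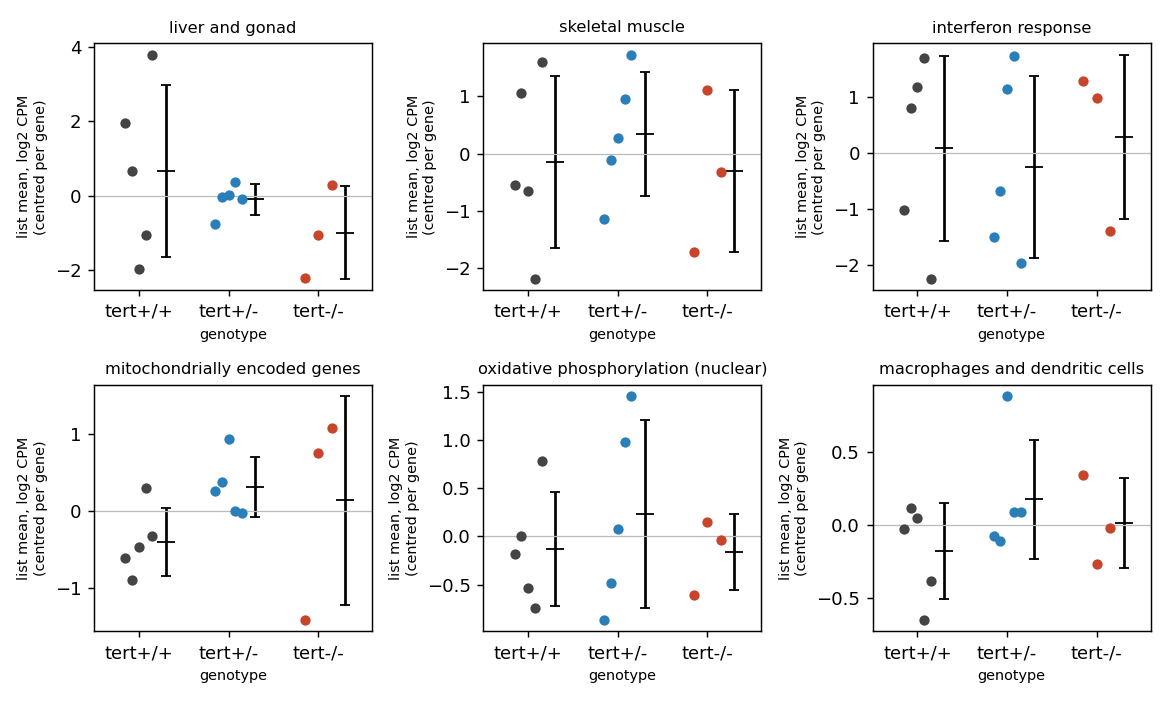
Mean of 6 gene lists in each skin sample by genotype. The vertical axes give the list mean of log2 CPM, centred for each gene on the average of the 13 samples; points are samples, black marks the group means and bars the SD. The liver and gonad list is highest in WT5 (3.79), WT1 (1.95) and WT2 (0.67), and lies below 0 in WT3 (-1.97) and WT4 (-1.05). Within every genotype all of these lists but liver and gonad spread over more than the difference between genotype means.

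Retinoid metabolism was examined because the study reported retinoids for the skin of homozygous mutants. The study's result concerned reporter metabolites, found by placing its expression differences on a metabolic network. The test here asks whether a fixed gene list moves 1 way, so it does not repeat that result. The list of retinoid metabolism and signalling (57 genes tested) did not pass camera in HOM against WT (adjusted p = 0.944), HET against WT (0.520) or HOM against HET (0.575). In HOM against WT the test pointed up while median (-0.07) and mean (-0.35) lay below 0, and in HOM against HET the mean (-0.01) lay below 0 with test and median above. The 4 members with the smallest p in HOM against WT, none of which passes in edgeR, were rbp2 (a cellular retinol-binding protein, -5.48 ± 1.76), ttr (transthyretin, which carries the retinol-binding protein in blood, -5.89 ± 1.95), aldh8a1 (an aldehyde dehydrogenase acting on retinal, -2.65 ± 1.18) and stra6l (a retinol transporter, -1.91 ± 1.06). In HET against WT their log2 fold changes were -4.56 ± 1.32, -4.39 ± 1.39, -3.11 ± 0.98 and -1.95 ± 0.87. WT libraries differed widely in these genes. For rbp2, WT had 37.1 ± 63.6 CPM with 149 in WT5, HET 1.58 ± 0.819 and HOM 0.850 ± 0.381, and for ttr, WT had 13.5 ± 25.9 with 59.8 in WT5, HET 0.642 ± 0.293 and HOM 0.266 ± 0.274. DESeq2 called both in HOM against WT (adjusted p = 0.0191 for rbp2 and 0.0245 for ttr) and in HET against WT (0.0305 and 0.0413). Neither was among its calls without WT1 and WT5, which leaves fewer samples. Without WT5 alone, the edgeR log2 fold changes in HOM and HET against WT were -3.47 and -2.55 for rbp2, -3.10 and -1.63 for ttr, -0.62 and -1.08 for aldh8a1 and -0.79 and -0.82 for stra6l. Without WT1 and WT5, the values in HOM and HET were -1.5 and -0.56 for rbp2 and -1.9 and -0.40 for ttr, while the HOM against WT values of aldh8a1 and stra6l turned to 0.17 and 0.53, and the HET against WT value of stra6l to 0.50.

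Steroid hormone metabolism (42 genes tested) did not pass camera either, with adjusted p = 0.874 in HOM against WT, 0.531 in HET against WT and 0.718 in HOM against HET. The sulfotransferase sult1st4 had a log2 fold change of -1.64 ± 0.66 in HOM and -1.54 ± 0.54 in HET against WT, and the glucuronosyltransferase ugt1a1, which conjugates steroids and bilirubin, -3.43 ± 1.49 and -2.72 ± 1.16. The aldo-keto reductase akr1a1a was at -2.87 ± 1.47 and -3.50 ± 1.23. Only srd5a2, the reductase that makes dihydrotestosterone, had values above 0 among the 4 members named, 1.19 ± 0.56 in HOM and 0.27 ± 0.50 in HET. Its HOM against WT value was 0.47 without HOM3 and 1.72 without HOM2, and HOM2 (1.29 CPM) lay below every WT sample (3.04 to 6.16). None passes in edgeR. WT5 held 99.0 CPM of ugt1a1 and 18.7 of akr1a1a, against at most 4.71 and 5.13 in the other WT samples. In HOM against WT, ugt1a1 was at -0.46 and akr1a1a at -1.27 without WT5, and in HET against WT akr1a1a was at -1.92. In HOM against WT, akr1a1a turned to 0.43 without WT1 and WT5. In HET against WT, ugt1a1 turned to 0.64 without these libraries and to 0.25 without WT5 alone.

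HET was compared with WT to ask whether loss of 1 copy of tert is enough to change the skin. By camera, 9 of the 35 lists passed (8 higher and 1 lower), whereas 0 passed with an estimated correlation (smallest adjusted p = 0.351) or with fry (0.629). Higher in HET by camera alone were the lists of oxidative phosphorylation, the mitochondrial genome, skeletal muscle, endothelium, macrophages, T and NK cells, B cells and the cell cycle, and lower was that of liver and gonad. Medians ran from -3.65 (liver and gonad) to 0.69 (mitochondrially encoded genes). Over all genes tested, 0 list members passed in edgeR, and adjusted over the list alone 23 did, of which 19 were in the liver and gonad list.

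Gene by gene, edgeR called 0 of 19141 genes between HET and WT (smallest adjusted p = 0.794). Here 1051 genes had an unadjusted p under 0.05, 385 higher and 666 lower, against 957 expected by chance. DESeq2 called 105 genes (26 higher and 79 lower) and limma, on the deposited score, 0. The genes with the smallest p in edgeR, which do not pass, were cd34, a surface protein of vessels and blood progenitors (9.70 ± 2.1 CPM in WT and 18.5 ± 3.26 in HET, log2 fold change 0.93 ± 0.19), and znf395, a zinc finger protein (19.8 ± 2.25 and 12.7 ± 1.54, -0.63 ± 0.14). Next came the intestinal cholesterol transporter npc1l1 (-3.48 ± 0.78), the GTPase regulator arhgap45 (0.87 ± 0.20) and si:rp71-1c10.11 (1.57 ± 0.37). All 5 were among the DESeq2 calls. WT5 held the highest level of 74 of the 79 genes that DESeq2 called lower. Without WT1 and WT5 it called 26 genes, 5 of them among the 105 (fndc7, ENSDARG00000025783, si:rp71-1c10.11, si:dkey-4p15.5 and ENSDARG00000038891). On simulated data for this comparison (18853 genes), the edgeR test recovered 7.33% of genes changed 2-fold, 59.1% at 4-fold, 79.3% at 8-fold and 96.7% at 16-fold.

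Of the 105 nuclear genes of oxidative phosphorylation (nuclear), 103 lay above WT in HET (median 0.55, camera adjusted p = 1.2e-10, but adjusted p = 0.912 with an estimated correlation), such as sdhb of complex II (0.58 ± 0.32) and ndufa2 of complex I (0.79 ± 0.44). All 13 mitochondrially encoded genes did as well (median 0.69, camera adjusted p = 1.67e-08, but adjusted p = 0.620 with an estimated correlation), with mt-atp8 at 0.79 ± 0.43. Skeletal muscle had 58 of 75 genes above WT (median 0.39, camera adjusted p = 0.000323, but adjusted p = 0.912 with an estimated correlation). Its 3 members with the smallest unadjusted p were troponin I genes of both signs, with tnni1 at -1.39 ± 0.88 and copies of tnni2 at -1.57 ± 0.94 and 1.51 ± 1.0. The mean of skeletal muscle was highest in HET5 (1.73) and WT5 (1.60) and lowest in WT4 (-2.19). Its call ended without HET5 (0.406) and without WT4 (0.646), and that of oxidative phosphorylation (nuclear) ended without HET5 (0.114). The liver and gonad list had 23 of 33 genes below WT (median -3.65, camera adjusted p = 0.00157, but adjusted p = 0.912 with an estimated correlation), with fabp10a at -4.05 ± 1.23, the lipoprotein apobb.1 at -5.46 ± 1.77 and the copper carrier cp at -4.43 ± 1.45, which pass over the list alone (adjusted p = 0.0375 for each, edgeR). WT5 held 3290 CPM of apobb.1, against 92.8 or less in the other WT samples. The list's call ended without WT5 (0.719) and without WT1 (0.0640), and without both libraries the camera call pointed up (adjusted p = 0.00588).

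Endothelium had 24 of 26 genes above WT in HET (median 0.66, camera adjusted p = 5.36e-10, but adjusted p = 0.620 with an estimated correlation), led by the vascular transcription factors sox17 (1.49 ± 0.45), sox18 (0.93 ± 0.31) and sox7 (1.19 ± 0.46). Of macrophages and dendritic cells, 28 of 34 genes lay above WT (median 0.50, camera adjusted p = 2.54e-07, but adjusted p = 0.351 with an estimated correlation). The myeloid regulator spi1a, at 4.71 ± 0.773 CPM in WT and 9.29 ± 3.02 in HET (0.98 ± 0.23), and grna.1 (1.89 ± 0.51) pass over the list alone (adjusted p = 0.0403 and 0.0475, edgeR). Of T, NK and innate lymphoid cells, 24 of 27 genes lay above WT (median 0.39, camera adjusted p = 1.01e-05, but adjusted p = 0.351 with an estimated correlation), with the killer-cell protein nkl.2 at 1.36 ± 0.39 and the cytokine receptor chain il2rga at 0.91 ± 0.38. That list also holds polr1g, an RNA polymerase subunit that entered it under a former name (0.59 ± 0.22). Of 8 B cells genes, 7 lay above WT (median 0.37, camera adjusted p = 0.0219, but adjusted p = 0.620 with an estimated correlation), with the antibody gene ighm at 1.97 ± 0.87. The cell cycle list had 29 of 40 genes above WT (median 0.23, camera adjusted p = 0.00654, but adjusted p = 0.912 with an estimated correlation), with the mitotic kinase aurkb at 0.47 ± 0.31, but its median was -0.02 without scaling, where the test still pointed up (adjusted p = 0.0176). The last 2 passing over a list alone were ddit3 (0.70) and trib3 (0.71) of the unfolded protein response (adjusted p = 0.0458 for each, edgeR), a list that did not pass as a whole (0.992).

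The calls of endothelium, macrophages and dendritic cells, T, NK and innate lymphoid cells and mitochondrially encoded genes held in HET against WT when any 1 library was left out. That of the cell cycle ended without WT1 (adjusted p = 0.566), HET3 (0.705) or HET5 (0.0507), with the liver and gonad covariate (0.0740) and without WT1 and WT5 (0.484). That of B cells ended without WT3 (0.0852), WT4 (0.172), HET1 (0.0541), HET3 (0.159) or HET5 (0.0581) and with the skeletal muscle covariate (0.0537). Without scaling, the median was 0.08 for T, NK and innate lymphoid cells, 0.21 for macrophages and dendritic cells, 0.15 for B cells and 0.15 for skeletal muscle.

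HOM and HET were compared directly, which also tests whether their effects against WT differ. By camera, 13 of 35 lists passed (6 higher and 7 lower), whereas 0 passed with an estimated correlation (smallest adjusted p = 0.910) or with fry (0.985). Lower in HOM than in HET by camera alone were the lists of oxidative phosphorylation, the cytosolic ribosome, skeletal muscle, T and NK cells, endothelium, nerve, and liver and gonad. Higher were those of scale-forming cells, dermal matrix, xanthophores, the unfolded protein response, cholesterol biosynthesis and the interferon response. Over all genes tested, 0 list members passed in edgeR, and adjusted over the list alone 4 did.

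In edgeR, 0 of 19141 genes were called between HOM and HET (smallest adjusted p = 0.9998), and 525 had an unadjusted p under 0.05 (234 higher and 291 lower), against 957 expected by chance. DESeq2 called 1 gene and limma, on the deposited score, 0. That gene was mfap4 (ENSDARG00000038683), a lectin-like protein of macrophages, with 11.8 ± 6.56 CPM in HET and 1.36 ± 1.07 in HOM (DESeq2 log2 fold change -3.10, adjusted p = 0.0474; edgeR -3.08 ± 0.71). The other edgeR genes with the smallest p, which do not pass, were si:dkey-201l21.4 (4.72 ± 1.01, 3.69 without HOM1 and 5.49 without HET3, with HOM3 at 0.0828 CPM and HET at up to 0.1961), a second mfap4 copy (ENSDARG00000090783, -1.67 ± 0.41), si:rp71-1c10.11 (-1.79 ± 0.45) and rgs7, a regulator of G-protein signalling (1.46 ± 0.37). Both mfap4 copies pass when adjusted over the list alone (adjusted p = 0.0261 for each), as do rhcg (2.77) and muc5f (-1.60) in the list of mucous, club and ionocyte cells (0.0388 for each), though neither list passed as a whole (0.135 for macrophages and dendritic cells and 0.969 for mucous, club and ionocyte cells). Without WT1 and WT5, DESeq2 called 8 genes, mfap4 among them. On simulated data for this comparison (18821 genes), the edgeR test recovered 5.33% of genes changed 2-fold, 48.7% at 4-fold, 71.3% at 8-fold and 86% at 16-fold.

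Oxidative phosphorylation (nuclear) had 99 of 105 genes lower in HOM than in HET (median -0.65, camera adjusted p = 3.15e-09, but adjusted p = 0.910 with an estimated correlation), with ndufa12 of complex I at -1.09 ± 0.59, and that call ended with the skeletal muscle mean as covariate (adjusted p = 0.0812). In skeletal muscle 71 of 75 genes were lower (median -0.56, camera adjusted p = 9.56e-06, but adjusted p = 0.910 with an estimated correlation), with the slow myosin smyhc1 at -1.84 ± 1.17. HET5 held 577.7 CPM of smyhc1, against 12.6 to 200 in the other HET samples. Of 85 genes of the cytosolic ribosome, 84 were lower (median -0.21, camera adjusted p = 1.42e-06, but adjusted p = 0.910 with an estimated correlation). Of T, NK and innate lymphoid cells 20 of 27 were lower (median -0.41, camera adjusted p = 0.000219, but adjusted p = 0.910 with an estimated correlation), with the kinase adaptor sla2b at -1.39 ± 0.54 and the protease gzma at -2.24 ± 0.97. Endothelium had 22 of 26 lower genes (median -0.39, camera adjusted p = 0.00216, but adjusted p = 0.910 with an estimated correlation), with sox17 at -1.15 ± 0.53. In nerve, Schwann and lateral line cells 25 of 33 were lower (median -0.22, camera adjusted p = 0.0185, but adjusted p = 0.910 with an estimated correlation), with the calcium-binding protein s100t at -1.91 ± 0.59. The liver and gonad list had 25 of 33 lower genes (median -0.44, camera adjusted p = 0.000318, but adjusted p = 0.910 with an estimated correlation), and there the members with the smallest p were germ-cell genes at low levels, dazl (-3.51 ± 0.95), sycp3 (-1.85 ± 0.82) and ddx4 (-2.44 ± 1.12).

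Among the lists higher in HOM than in HET, scale osteoblasts and osteoclasts had 32 of 35 genes higher (median 0.72, camera adjusted p = 9.1e-07, but adjusted p = 0.910 with an estimated correlation), with the collagen col10a1 (2.18 ± 0.94) and the osteoblast regulator sp7 (1.75 ± 0.79) in front. Dermal matrix and fibroblasts had 37 of 44 (median 0.33, camera adjusted p = 2.06e-05, but adjusted p = 0.910 with an estimated correlation), with the collagen chains col1a1 (1.53 ± 0.69) and col1a2 (1.49 ± 0.69). The unfolded protein response had 24 of 31 (median 0.49, camera adjusted p = 9.56e-06, but adjusted p = 0.910 with an estimated correlation), with the chaperone dnajb9 at 1.46 ± 0.56 and the stress pseudokinase trib3 at -0.77 ± 0.22. Cholesterol biosynthesis had 25 of 28 (median 0.68, camera adjusted p = 0.000139, but adjusted p = 0.910 with an estimated correlation), with acat2 at 0.86 ± 0.49. Xanthophores had 18 of 22 (median 0.53, camera adjusted p = 0.00198, but adjusted p = 0.910 with an estimated correlation), with the pteridine enzyme pts at 1.11 ± 0.45. The interferon response had 34 of 45 (median 0.24, camera adjusted p = 0.0324, but adjusted p = 0.975 with an estimated correlation), with the antiviral nuclease isg20 at -0.64 ± 0.31 and the peptide transporter tap1 at 1.0 ± 0.81.

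Many list calls between HOM and HET ended without HOM1. These were the cytosolic ribosome (adjusted p = 0.0634), T, NK and innate lymphoid cells (0.165), liver and gonad (0.192), nerve, Schwann and lateral line cells (0.660), the unfolded protein response (0.745) and xanthophores (0.125). The signs of skeletal muscle (0.930), endothelium (0.912), cholesterol biosynthesis (0.930) and the interferon response (0.690) turned, and their calls ended too. Calls also ended for skeletal muscle without HET5 (0.0575), for cholesterol biosynthesis without HOM3 (0.0850) and for xanthophores without HOM3 (0.274). That of the interferon response ended without WT2 (0.0636), HET1 (0.782), HET2 (0.0860), HET5 (0.946) or HOM2 (0.726). With the skeletal muscle covariate the calls of cholesterol biosynthesis (0.136), endothelium (0.377), liver and gonad (0.126), nerve, Schwann and lateral line cells (0.348) and the interferon response (0.586) ended. With the liver and gonad covariate, those of skeletal muscle (0.210), endothelium (0.617), nerve, Schwann and lateral line cells (0.362) and the interferon response (0.162, sign turned) did. With 1 surrogate variable, those of skeletal muscle (0.178), endothelium (0.256), nerve, Schwann and lateral line cells (0.242) and the interferon response (0.679, sign turned) did. The interferon covariate ended the call of nerve, Schwann and lateral line cells (0.0548). Dermal matrix and fibroblasts and scale osteoblasts and osteoclasts kept their calls under all these settings.

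To ask whether 1 and 2 mutant alleles move the same genes, the log2 fold changes of HET and HOM against WT were correlated across the 19141 genes, which are not independent replicates. Pearson's r was 0.642 with a covariance of 0.336. Both fold changes use the same WT samples, and 20 simulations of unchanged groups gave a mean r of 0.418 (0.400 to 0.437) and a mean covariance of 0.144, so the covariance exceeded the simulated one by 0.192. The simulations drew genes independently, which the real samples need not match. Random regroupings of the real samples gave a median r of 0.481 (-0.149 to 0.775). With the 5 WT samples split so that each mutant group had its own controls, the mean r over 20 values was 0.021 (-0.405 to 0.327) and the mean covariance 0.00206. The excess over the simulation was thus not seen with separate controls.

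Genes linked to a mutant allele can differ between genotypes by descent from its founder, so the genes beside tert were examined, a choice made after seeing the data. Of the 50 nearest tested neighbours, 8 (16%) had an unadjusted p under 0.05 in HOM against WT, 6 of them lower, 7 (14%) in HET against WT and 5 (10%) in HOM against HET. Over all 19141 genes tested, 522, 1051 and 525 reached that threshold in these comparisons. Of the 522, 378 were lower, so a lower level was not peculiar to the neighbours. None of the neighbours passes in edgeR after adjustment. Beside si:ch211-149a19.3 and hnrnpr (log2 fold changes -4.24 and -0.81, above), sema6ca, a guidance receptor of the semaphorin family, had 13.3 ± 7.85 CPM in WT, 10.33 ± 6.91 in HET and 2.90 ± 0.961 in HOM (-2.2). The transporter slc6a18 was at 2.11 in HOM and 1.98 in HET against WT. Leaving out HOM2 or HOM3 lowered the share in HOM against WT to 10%. In HET against WT it was 6% without HET2 and 8% without WT1 or WT3, and in HOM against HET 4% without HOM1, 18% without HET1 and 16% without HOM2. On the whole chromosome of tert, 22 of 582 genes had an unadjusted p under 0.05 in HOM against WT and 416 of 16043 elsewhere (Fisher's exact test, two-sided, p = 0.0856). At an unadjusted p under 0.01 there were 6 of 582 and 36 of 16043 (Fisher's exact test, two-sided, p = 0.00322). The same tests gave exact p = 0.461 and 1 in HET against WT, and 0.517 and 0.0111 in HOM against HET. In DESeq2, 4 of the 33 called genes with a known chromosome lay there (12.1%, against 3.51% of genes tested, Fisher's exact p = 0.0275) in HOM against WT, and 2.08% against 3.47% (p = 0.776) in HET against WT. In edgeR these shares have no value, as 0 genes were called. Fisher's exact test treats genes as independent, which genes measured in the same samples are not, so its p-values may be too small.

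**Figure D3:**
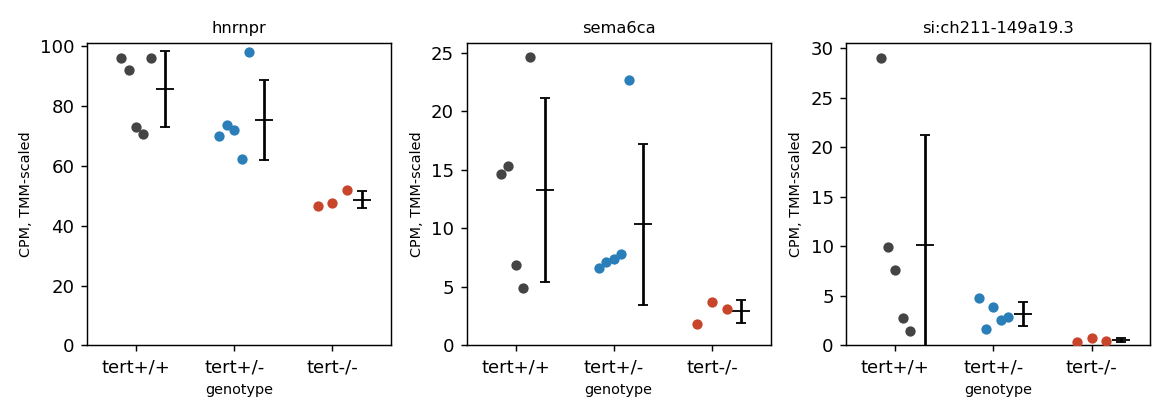
Levels (vertical axes, CPM from 0) of 3 genes near tert, hnrnpr, sema6ca and si:ch211-149a19.3, in each skin sample by genotype. Points are samples, black marks the means and bars the SD; the part of the WT bar of si:ch211-149a19.3 that falls below 0 is not drawn. Means of all 3 are lowest in HOM (48.7, 2.90 and 0.534 CPM), and for si:ch211-149a19.3 the WT samples spread most.

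The interferon response and skeletal muscle lists varied more within each genotype than between genotype means, as did many lists that camera called. Endothelium, called in each comparison, was at -0.32 ± 0.85 (SD, log2 CPM centred per gene) in WT, 0.35 ± 0.59 in HET and -0.05 ± 0.78 in HOM. The liver and gonad list mean was 0.68 ± 2.31 (SD, log2 CPM centred per gene) in WT, -0.09 ± 0.41 in HET and -0.99 ± 1.24 in HOM. Skeletal muscle was at -0.15 ± 1.51, 0.34 ± 1.09 and -0.31 ± 1.42, and the mitochondrially encoded genes at -0.40 ± 0.44, 0.31 ± 0.39 and 0.14 ± 1.36. The interferon response, a set of antiviral genes, was at 0.08 ± 1.65, -0.25 ± 1.61 and 0.29 ± 1.46, and rsad2, the gene of the antiviral protein viperin, at 96.5 ± 103, 83.1 ± 135 and 96.8 ± 87.5 CPM. The sample numbers in the labels run from 234 to 273. In that order the interferon list mean was -1.01, -1.49 and -0.67 in the first 3 samples (WT1, HET1 and HET2), between 0.79 and 1.71 in the next 7, and -2.24, -1.95 and -1.39 in the last 3 (WT5, HET5 and HOM3).

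**Figure D4:**
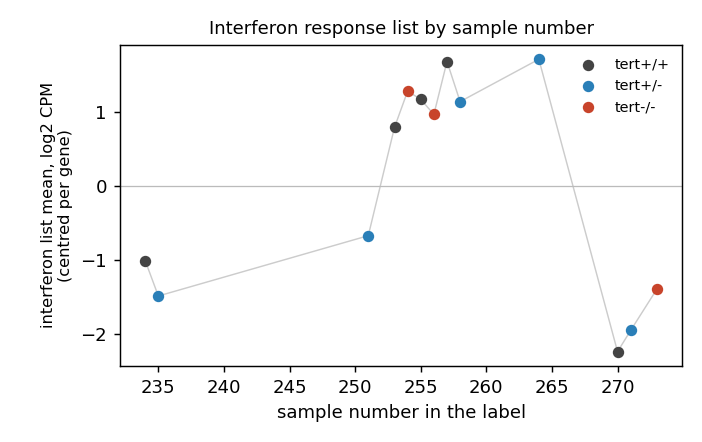
Mean of the interferon response list (vertical axis, log2 CPM centred per gene) in each skin sample against the sample number in the labels (horizontal axis), coloured by genotype, with a grey line joining the samples in number order. The 3 lowest and the 3 highest numbers lie below 0 and the 7 numbers between lie at 0.79 or above, with all 3 genotypes on both sides.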

Values the study reported

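The study described n = 5 wild-type, n = 5 heterozygous and n = 3 homozygous tert mutant fish. In its metabolic network analysis of the skin, retinoids were significant reporter metabolites in the homozygous mutants, with a p-value of 0.017. Androsterone reached significance in that tissue and genotype alone, also with a p-value of 0.017.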

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

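In the liver pattern weighed here, the test of whether WT libraries lay above every mutant library was chosen after the result was seen. In 10 of the 120 groups of 5 samples examined, 1 sample lay far from the others of its genotype. Chance would give about 6 if values were normal and the items independent. Gene levels here were CPM without logs and many items move together, so the counts cannot be compared strictly. Of these, 6 were in WT5. Its levels were 149 CPM for rbp2 (nearest other WT sample 29.8), 59.8 for ttr (5.38), 23.7 for aldh8a1 (3.2), 99.0 for ugt1a1 (4.71) and 18.7 for akr1a1a (5.13), and its mean for the list of antioxidant defence was 0.475 (-0.0271). These genes were named for their small p in HOM against WT, a comparison that includes WT5, so they are not separate evidence. The mean of the cell cycle list was -0.689 in WT1 (nearest other -0.0900), and that of macrophages and dendritic cells 0.881 in HET3 (0.0877). Levels of arhgap45 were 9.85 CPM in WT2 (nearest other 7.26), and those of rgs7 0.243 CPM in HET2 (0.774).

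Retinoid and steroid genes high in WT5, such as rbp2 and ttr, are also transcribed in the liver or gut, and the liver and gonad list was highest in the same library (3.79) and next in WT1 (1.95). A lower level of liver transcripts in mutant fish does not by itself account for the pattern. Of the 5 WT libraries 3, not all, lay above the highest mutant library, and WT3 (-1.97) and WT4 (-1.05) lay below most mutant libraries. The 3 highest libraries were all WT, however (WT2 at 0.67), so this test cannot decide whether mutant fish had a lower level on average. Liver RNA in the WT1 and WT5 libraries may account for many DESeq2 calls. Without both, 26 genes were called in HET against WT and 2 in HOM against WT. Leaving out WT5 with a WT library other than WT1 gave 0 to 48 and 3 to 12 calls, and leaving out WT1 with WT2 gave 4 and 0. All other pairs, which kept WT5, gave 81 to 447 and 32 to 345. Calls were thus few whenever WT5 was left out, but not only then. The condition set beforehand, fewer calls than without any other pair, was therefore not met. It counted calls of all genes, so it cannot decide whether the lower genes rest on these libraries. Liver RNA in WT1 and WT5 stays open as an explanation, as does a smaller effect of genotype, and a difference in feeding or dissection was not tested.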

How the results depend on the processing

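The liver and interferon covariates, leaving out WT1 and WT5, DESeq2 at an adjusted p under 0.1, list tests without scaling and all settings on the neighbours of tert were chosen after seeing the data. No paired analysis was run because replicate numbers were given in the order of the records and pair no samples. Blocks of neighbouring sample numbers were not used in any fit. Depth limits genes near the filter, most of all in HOM3. For every change given here the cause was not tested, except that leaving out libraries leaves fewer samples. The 0 genes called by edgeR stayed 0 to 0 when each library was left out, in all 3 comparisons, and became 1 in HOM against WT with the muscle, liver and interferon covariates together (si:dkey-10f21.16, adjusted p = 0.0187). DESeq2 called 40, 105 and 1 genes in HOM against WT, HET against WT and HOM against HET, 75, 226 and 5 (mfap4, si:dkey-201l21.4, rgs7, ccl34b.9 and ENSDARG00000102224) at an adjusted p under 0.1, and 2, 26 and 8 without WT1 and WT5. The 12, 9 and 13 lists called became 0, 0 and 0 with an estimated correlation and 0, 0 and 0 with fry, and 8 in HOM against HET with the muscle covariate, which removes the muscle list's own call by construction. Leaving out 1 library gave 8 to 20 lists (20 without WT5), 6 to 13 and 6 to 15 (6 without HOM1). The planned share of called genes on the chromosome of tert has no value in edgeR, which called 0 genes, so its alternatives had nothing to be compared with. In DESeq2 it was 12.1% in HOM against WT and 2.08% in HET against WT. The share of changed genes among the 50 neighbours of tert in HOM against WT (16%) was 10% with a stricter filter, 10% without WT1 and WT5, 9% over 100 neighbours, 8% at p under 0.01 and 10 to 18% when each library was left out (10 without HOM2 or HOM3). In HET against WT (14%) it was 2% at p under 0.01 and 6 to 16% (6 without HET2, 8 without WT1 or WT3). In HOM against HET (10%) it was 6% over 100 neighbours, 4% at p under 0.01 and 4 to 18% (4 without HOM1, 18 without HET1, 16 without HOM2). The correlation of the HET and HOM fold changes (0.642) was 0.563 without a filter, 0.5677 with the liver covariate, 0.575 without WT1 and WT5, 0.0213 with WT split, and 0.508 (without HOM2) to 0.702 (without WT4) when each library was left out. Of the values for named genes, 36 turned sign, 1725 kept sign and side of the threshold, and 15, all in DESeq2, came to pass. In HOM against WT, the log2 fold changes with the liver covariate, with all 3 covariates and without WT1 and WT5 were 0.457, 0.637 and 0.167 for aldh8a1, 0.874, 0.747 and 0.525 for stra6l, and 0.802, 1.1 and 0.426 for akr1a1a, and with the first 2 of these settings 0.336 and 0.202 for ugt1a1. In HET against WT, ugt1a1 had 0.178, 0.0642 and 0.642 under the 3 settings and -3.03 to 0.255 (without WT5) when each library was left out, stra6l 0.495 without WT1 and WT5, and rhcg -0.0626 (without HET4) to 0.630. In HOM against HET, the liver and all 3 covariates gave 0.596 and 0.582 for rbp2, 0.157 and 0.138 for ugt1a1 and 0.399 and 0.220 for sult1st4, which was 0.0925 without scaling and 0.116 with 1 surrogate variable. Leaving out each library there gave -0.505 (without HOM3) to 0.325 for tert, -0.134 (without HOM3) to 3.66 for mfap4.8, -0.163 to 0.278 for stra6l, -0.275 to 0.205 for sult1st4 and -0.666 (without HOM3) to 1.22 for akr1a1a.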

Other observations

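Of the tests in this part, those of the edgeR calls in other splits, of genotype and leukocytes for the interferon list, list tests without scaling, and everything on the neighbours of tert other than the splits for their share were chosen after the results were seen. Lists tied to telomerase by its known roles did not pass camera in any comparison. For telomere maintenance the adjusted p was 0.351 in HOM against WT, 0.534 in HET against WT and 0.958 in HOM against HET, for p53 targets 0.770, 0.535 and 0.879, for senescence 0.148, 0.520 and 0.718, and for DNA repair 0.351, 0.528 and 0.133. In HET against WT the telomere test pointed up with a median of -0.01 and a mean of 0.06, and that of senescence pointed up with a median of 0.01 and a mean of -0.15. The p53 test pointed up in HOM against WT with a median of 0.06 and a mean of -0.05, and in HET against WT with 0.02 and -0.0035. In HOM against HET the telomere test pointed up with 0.02 and -0.01 and that of phototransduction with 0.07 and -0.11. The test of keratinocytes pointed up in HET against WT with -0.13 and -0.12, and that of the circadian clock in HOM against WT with -0.03 and 0.01. Keratinocytes, the main cells of the epidermis, gave 0.686, 0.667 and 0.52597, melanophores, the black pigment cells, 0.0661, 0.520 and 0.575, phototransduction 0.296, 0.393 and 0.985, and the circadian clock 0.227, 0.0528 and 0.598. The interferon response did not pass in HOM against WT (0.351) or HET against WT (0.269). Without scaling, all lists called kept their calls, and those of the interferon response (adjusted p = 0.00784), neutrophils and mast cells (0.0148) and melanophores (0.0355) came to pass, upwards, in HOM against WT, as did mucous, club and ionocyte cells (0.00540, with a median of -0.114) in HET against WT.

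A chance division of the samples could not be excluded for any count of genes or lists called, as at least 5% of the splits of the same samples gave counts as large. In edgeR, with 0 genes called, this was so by construction for 56 of 56 splits in HOM against WT (highest other 261), 100 of 100 in HET against WT (790) and 56 of 56 in HOM against HET (1). For the 12, 9 and 13 lists called, 35 of 56 splits (highest other 18), 82 of 100 (18) and 25 of 56 (19) gave as many. For the 40, 105 and 1 genes called by DESeq2, 18 of 40 splits (2212), 12 of 40 (1942) and 31 of 40 (414) did. The highest of these set WT3, WT4 and HOM1, then WT1, WT2, WT5, HET3 and HET5, then HET1, HET2 and HOM1 apart from the rest, and edgeR called 0, 12 and 0 genes in the same splits. Splits with so many more DESeq2 calls than the genotypes point to a structure of the samples other than genotype, which was not tested further. The correlation of the HET and HOM fold changes (0.642) was reached by 18 of 100 groupings (highest other 0.775).

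The interferon list was low in the lowest and highest sample numbers and high between, an order with a permutation p of 0.00309 but an adjusted p of 0.0625 over the 35 lists, which does not pass (the cell cycle list had a permutation p of 0.00357 and the same adjusted p). Genotype as its source is argued against, as the list spanned at least 2.68 within each genotype while genotype means differed by at most 0.537. Lists that camera called, such as endothelium, also spread more within each genotype than between genotype means. A share of leukocytes that moves both kinds of list alike is argued against too, as the widest range of a leukocyte list was 1.71 (B cells) and that of the interferon list 3.95. Ranges cannot tell whether leukocytes contribute in another way. A handling, library or sequencing batch may be the source: the share of other genes alike in neighbouring numbers (13.7%, median of random orders 4.21%) lay at percentile 98.4. Infection of some fish stays open and was not tested, and the list of inflammation and acute phase had values of -0.475, -0.441, -0.495 and -0.490 in HET1, HET2, HET5 and HOM3 and of 0.265 and 0.0178 in WT1 and WT5, where the interferon list was low, 0.388 and 0.853 in HET3 and HET4, and 0.487, -0.104, -0.0334, 0.122 and -0.0935 in WT2, WT3, WT4, HOM1 and HOM2.

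Lower levels of genes beside tert in HOM, such as hnrnpr, sema6ca and si:ch211-149a19.3, may come from a haplotype linked to the mutant allele. The share of changed neighbours (16%) was reached in 6 of 56 splits of the HOM and WT samples (highest other 24%), but the other 5 had 2462 to 4699 genes with an unadjusted p under 0.05 against 522 for the genotypes, so this count does not test a local excess. Divided by the share among all genes tested, the neighbours' share was 5.87 in HOM against WT (reached in 1 of 56 splits, the real one, highest other 3.31). It was 2.55 in HET against WT (2 of 100, 3.0002) and 3.65 in HOM against HET (2 of 56, 4.40). The region and this ratio were chosen after results were seen, and the region holds hnrnpr and si:ch211-149a19.3, which had some of the smallest p. Splits of the samples cannot correct for that choice, so chance stays open for the local excess. The share lay at percentile 99.6 of other windows of 50 neighbouring genes, and 0.380% of windows (1 of 263) reached it, but this test is void for both the haplotype and a response spread over the genome, since 72.2% of tested genes could be placed, under the 80% needed. Both stay open, and neither haplotypes nor fish from another cross were examined.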
